A study of Mus musculus with 18 samples. Its data were reported in "A probabilistic generative model for quantification of DNA modifications enables analysis of demethylation pathways" (2016).

How the data were processed

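DNA modifications were measured by targeted bisulfite sequencing (BS-seq) and oxidative bisulfite sequencing (oxBS-seq) in 3 stages of mouse T-cell development. The stages were double positive (DP) thymocytes, which carry both CD4 and CD8, CD4 single positive (SP) thymocytes and naive CD4 T cells from the periphery. In BS-seq both 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) are read as C and unmodified cytosine as T. In oxBS-seq an oxidation step precedes the bisulfite treatment, so that 5hmC is also read as T and only 5mC is left as C. The unconverted share of a BS library is therefore the total of both marks, that of an oxBS library is 5mC, and the difference is an estimate of 5hmC.

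The authors sorted the cells, added unmethylated, methylated and hydroxymethylated control DNA to each DNA sample and divided it into portions, one of which was oxidised before bisulfite treatment. Chosen regions were amplified by PCR, made into libraries and sequenced as read pairs. The authors trimmed adapters, aligned the reads with Bismark and Bowtie 2 to the mm9 mouse genome together with the lambda phage genome, and extracted calls for every cytosine context without counting the overlap of a read pair more than once. The deposited files give for each cytosine its position, the percent of unconverted reads as calculated by the authors, and the count of unconverted and the count of converted reads. The deposited percent is not normalized between libraries and was recomputed here from the deposited counts. The authors set a cutoff of 10 reads per position, and every position in the files has at least 10 reads. PCR duplicates carry no molecular identifier, so reads are not independent molecules. Confidence intervals (95%, Wilson) and floors (3 counts of the total) printed here cover counting error only.

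Libraries were grouped by stage, assay and replicate number from their labels, which gave 6 groups of 3 libraries. Positions were turned into 1-based coordinates and compared with the NCBIM37 mouse assembly, the same build as mm9, and every mouse position in the files was a C or a G there. Strand and context were taken from that sequence and gene annotation from GENCODE vM1. Runs of positions with gaps under 1000 bp were treated as 1 locus. The comparisons used cytosines with at least 10 reads in all 18 libraries. The share of a library over a locus was the mean of the shares of its CpG cytosines, each cytosine of either strand weighted equally. The lambda intervals covered in all libraries were ordered by their share, the lowest taken as the unmodified control, the highest as the 5mC control and the remaining one as the 5hmC control, and the sequence of lambda was not used here.

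Levels were compared between stages by exact permutation tests on the F statistic over 1680 arrangements of 9 values, two-sided, for which the smallest attainable p is 0.00357. Pairs of stages were compared by exact permutation of 6 values, where the smallest attainable p is 0.10, so no pairwise test of 3 against 3 libraries could pass 0.05. The BS minus oxBS differences were tested against 0 by an exact sign-flip test over 512 sign arrangements. Tests by locus were adjusted by the Benjamini-Hochberg procedure over 8 tests, 4 loci and both marks. The BS and oxBS libraries with one number in one stage were paired because the labels describe a divided DNA sample. The replicate number was also used as a block across stages in an alternative, with 216 arrangements and a smallest attainable p of 0.0278. That pairing comes from the numbers in the labels, and whether libraries with the same number deviate together was checked by correlating deviations from the group means over CpG cytosines. The 3 deviations of a group sum to 0. Correlations for different numbers therefore largely follow from those for the same number and are no separate baseline.

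Differential CpG cytosines were called with the hierarchical model of the study. It has a Dirichlet prior with parameter 0.8 on the stage proportions of C, 5mC and 5hmC, replicate proportions around them, and binomial read counts. The Bayes factor of a difference between stages (Savage-Dickey ratio) was computed by numerical integration in place of the sampler of the study, and a cytosine was called when it exceeded 1. Conversion and over-conversion were fixed per library from the unmodified and 5mC controls, the oxidation efficiency was fixed at 0.9 and the sequencing error at 0, whereas the study estimated them jointly. On simulated counts for the 64 cytosines, all 64 sites made different and 0 of 64 sites made alike had a Bayes factor above 1. Sites made different had large changes, with absolute changes of the 3 proportions that sum to at least 0.8. The replicate spread was fixed and not fitted to the data. The simulation therefore does not give the sensitivity to smaller changes or the false calls at the real spread. Fisher's exact test on pooled oxBS counts, where replicates are not kept apart, called 45 of 64 sites made alike. limma on logit oxBS shares called 2 of 64 sites made alike. The exact permutation F test passed 0.05 in 6.5% of 400 simulated data sets without a difference and in 99.5% of 400 with a large one. The mean absolute error of the simulated stage means was 2.59 percentage points for 5mC and 2.95 for 5hmC.

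The CpG cytosines named in the text were chosen by a rule set in advance. In each locus these were the cytosine with the largest change of mean oxBS share between DP and naive CD4 and the cytosine with the highest mean BS minus oxBS difference in DP, and any CpG inside a CACGTG E-box of Il6ra was added. Alternatives were coverage minimums of 100 and 1000 reads, the more or less deeply covered cytosine of each CpG, pooled reads, a linear correction for conversion and oxidation, posterior means of the model, each replicate left out in turn and the replicate block. For the calls they were a Bayes factor above 3, ideal experimental parameters, an oxidation efficiency of 0.75, counts scaled down to at most 30 reads, Fisher's exact test and limma. One alternative was added after the data had been seen, in which replicate libraries whose shares agreed within sampling noise were counted as 1 sample. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.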

Results

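The data consist of 18 targeted libraries of mouse T cells, 3 BS-seq and 3 oxBS-seq libraries for each of DP, CD4 SP and naive CD4 cells, numbered 1 to 3 within each group. The sum of unconverted and converted read-outs over all cytosines was 7253713, 5226071 and 7696442 in DP BS libraries 1 to 3 and 4776147, 6294783 and 7034038 in DP oxBS libraries 1 to 3. It was 5836185, 7198540 and 8602209 in the CD4 SP BS libraries and 4893883, 5651210 and 7022575 in the CD4 SP oxBS libraries. In naive CD4 cells it was 3450894, 5629569 and 6530972 for BS and 6127747, 7801324 and 8525370 for oxBS. At least 10 reads in all 18 libraries were found at 423 mouse cytosines, 64 of them in a CpG context and 359 in other contexts. The 64 CpG cytosines belong to 37 CpGs, 27 of which were covered on both strands. Coverage of single CpG cytosines ranged from 26 to 126198 reads, and at the lowest coverage of 26 reads, in DP BS library 1, the smallest share that 3 counts can show is 11.5%.

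The cytosines covered in all libraries lie in 4 loci of the NCBIM37 assembly. The Prkcq locus is on chromosome 2 from 11124412 to 11124609, in an intron of Prkcq (ENSMUSG00000026778.6), and holds 17 of the CpG cytosines. The Zbtb7b locus is on chromosome 3 from 89184744 to 89185022, in coding exon 2 of Zbtb7b (ENSMUSG00000028042.8), and holds 28. The Il6ra locus is on chromosome 3 from 89679038 to 89679232, in an intron of Il6ra (ENSMUSG00000027947.7), and holds 12. The Pax5 locus is on chromosome 4 from 44628612 to 44628931, in an intron of Pax5 (ENSMUSG00000014030.9), and holds 7, all on the forward strand. Median coverage of the CpG cytosines differed between loci. In DP BS libraries it was 7813 reads at Prkcq, 2663 at Zbtb7b, 5642 at Il6ra and 508 at Pax5.

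Spike-in controls were used to see how complete conversion was in each library and whether oxidation lowered the signal of the 5hmC control. The unmodified control covers lambda positions 22924 to 23075, and its unconverted share lay between 0.0392% and 0.0683% in the 18 libraries. The 5mC control, from 47338 to 47545, had shares from 99.3% to 99.5%. The 5hmC control, from 23789 to 23954, had a share of 6.16% ± 0.515 (SD, n = 9) in BS libraries and 1.04% ± 0.284 (SD, n = 9) in oxBS libraries. In DP replicate 1, for example, it was 6.54% in BS (Wilson interval 6.37 to 6.71%, 78835 reads) and 0.647% in oxBS (0.540 to 0.775%, 18088 reads). The BS minus oxBS difference of the 5hmC control was positive in all 9 pairs, from 4.47 to 5.89 percentage points, with a mean of 5.12 ± 0.502 (SD, n = 9). The exact sign-flip permutation test gave p = 0.00391, the smallest it can give. The paper reports that the hydroxymethylated control DNA was impure and carried far less of its mark than intended, which a dot blot also pointed to. The BS share of 6.16% is low for the same reason if that holds, and the control then gives no direct oxidation efficiency. Non-CpG cytosines give the background of the assay in the mouse DNA. Over 359 of them the unconverted share was 0.209% ± 0.00392 in DP BS and 0.210% ± 0.00623 in DP oxBS, 0.219% ± 0.0240 and 0.230% ± 0.00901 in CD4 SP, and 0.218% ± 0.00174 and 0.203% ± 0.00525 in naive CD4 libraries (SD, n = 3 each). The mean over the 18 libraries was 0.215%, and it was 0.246% with reads pooled over cytosines, the alternative that moved it most.

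Replicates were compared before they were averaged. The CpG shares of DP BS libraries 2 and 3 agree within sampling noise (chi-square test over 64 cytosines, p = 0.139), as do those of CD4 SP oxBS libraries 2 and 3 (p = 0.860), while other libraries of the same groups differ. This test takes cytosines as independent, although 1 read covers several, so the p-values of these pairs are approximate. The read totals of these pairs over 7 amplified strands differ far more than sampling allows, with a chi-square per degree of freedom of 103.6 and 15.98. This excludes 1 library present as 2 files but not repeated amplification of one DNA preparation. The libraries were counted as separate replicates as their labels number them, and results with each such pair counted as 1 sample are given beside the main ones. The files also show which libraries cover the same intervals. BS library 2 and oxBS library 1 of every stage cover intervals on chromosome 6 and BS library 1 of every stage covers extra lambda positions. BS minus oxBS was therefore also taken within the chromosome 6 set and between BS library 3 and oxBS libraries 2 and 3. The set of BS library 1 holds no oxBS library, so only its BS shares were compared between stages.

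The first comparison asks how total modification, 5mC and 5hmC change from DP through CD4 SP to naive CD4 cells. The mean BS share over the 64 CpG cytosines was 89.1% ± 0.421 in DP, 74.2% ± 0.921 in CD4 SP and 54.0% ± 2.10 in naive CD4 cells (SD, n = 3 each). It fell by 35.1 percentage points from DP to naive CD4, and the exact permutation F test gave p = 0.00357, the smallest it can give. The difference between naive CD4 and DP was -32.3, -37.1 and -35.9 points within libraries numbered 1, 2 and 3. With the replicate number as a block the difference is the same -35.1 points and the exact permutation p is 0.0278, again the smallest attainable. Whether the numbers pair the BS libraries was checked by the correlation of deviations across stages, which averaged 0.153 for the same number and -0.0609 for different numbers, and 0.294 and -0.133 over the 30 cytosines with at least 1000 reads. The alternative that moved this result most was pooling reads over cytosines, with a difference of -63.2 points. With DP BS libraries 2 and 3 counted as 1 sample the difference was -35.0 points (exact permutation p = 0.00357).

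The oxBS share, which reads 5mC and any 5hmC left unoxidised, was 76.6% ± 1.04 in DP, 73.2% ± 0.428 in CD4 SP and 57.5% ± 0.340 in naive CD4 cells (SD, n = 3 each). It fell by 19.1 points from DP to naive CD4 (exact permutation F test, p = 0.00357). The difference from DP to CD4 SP was -3.39 points and that from CD4 SP to naive CD4 was -15.7 points, and in both the libraries of the stages did not overlap (exact permutation p = 0.10, the smallest possible with 3 against 3). The 5hmC control lost 83.1% ± 4.27 of its BS value in oxBS (SD, n = 9, from 78.3 to 90.1%). Because that control was impure, the share left in oxBS need not be unoxidised 5hmC. The loss is therefore not an oxidation efficiency, and how complete oxidation was cannot be told from it. With the linear correction at an oxidation efficiency of 0.9 the change of 5mC from DP to CD4 SP was -2.15 points, so by this correction part of the -3.39 points is 5hmC left unoxidised. Within numbers 1, 2 and 3 the difference between naive CD4 and DP was -19.0, -18.1 and -20.0 points. With the replicate block the exact permutation p was 0.0278 for the same difference of -19.1 points, and the mean correlation of deviations of oxBS libraries across stages was 0.00165 for the same number and 0.00126 for different numbers, so the numbers did not pair them over all 64 cytosines. Over the 30 cytosines with at least 1000 reads these correlations were 0.204 and -0.0856. Counting CD4 SP oxBS libraries 2 and 3 as 1 sample left the difference at -19.1 points (exact permutation p = 0.00357). Pooled reads moved it most, to -37.1 points.

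The BS minus oxBS difference within pairs, the direct estimate of 5hmC, was 12.4 ± 1.37 percentage points in DP, 1.01 ± 1.22 in CD4 SP and -3.58 ± 1.76 in naive CD4 cells (SD, n = 3 pairs each). A proportion of 5hmC cannot be negative, so the naive CD4 value is not an amount of 5hmC. The difference fell by 16.02 points from DP to naive CD4 (exact permutation F test, p = 0.00357). With the replicate block the exact permutation p was 0.0278 for the same change of -16.02 points, and the mean correlation of deviations of BS and oxBS libraries of one stage was 0.0983 for the same number and -0.0418 for different numbers, or 0.287 and -0.125 over the 30 cytosines with at least 1000 reads. Within the libraries that cover chromosome 6, the BS minus oxBS difference was 12.5 points in DP, 0.540 in CD4 SP and -5.56 in naive CD4. Between BS library 3 and the mean of oxBS libraries 2 and 3 it was 12.6, 0.778 and -4.18 points. With pairs 2 and 3 of DP and of CD4 SP each counted as 1, the change was -15.8 points (exact permutation p = 0.0190 over 7 values). Pooled reads moved it most, to -26.0 points (exact permutation p = 0.0464). Over all 9 pairs the mean difference was 3.29 points and did not differ from 0 in the exact sign-flip permutation test (p = 0.207). Without the replicate block, permuting BS and oxBS labels freely within each stage, the mean of 3.29 points had a permutation p of 0.087. With posterior means of the model the mean was 7.91 points (exact sign-flip permutation p = 0.00391). These means cannot be negative, so the test could only give its smallest p and does not show 5hmC above 0. At single cytosines BS was above oxBS in all 3 DP pairs at 53 of 64 cytosines and below it in all 3 at 6. In CD4 SP these counts were 41 and 18, and in naive CD4 they were 22 and 26.

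**Figure D1:**
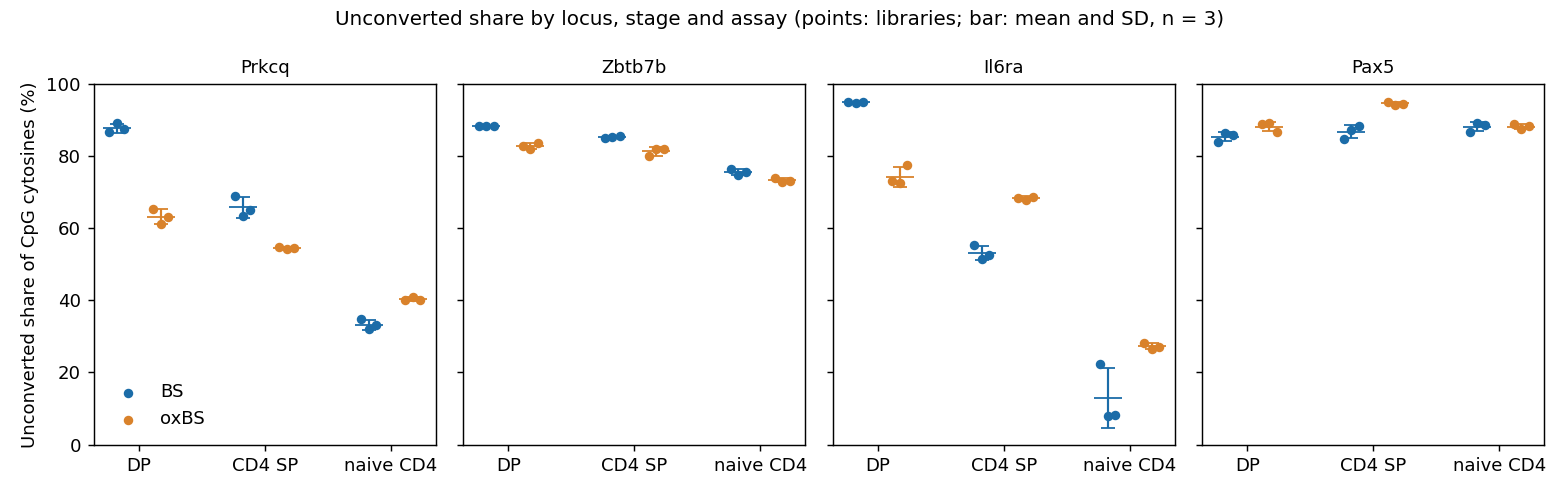
Unconverted share of CpG cytosines in percent (vertical axis) for DP, CD4 SP and naive CD4 libraries (horizontal axis) at the 4 loci, with BS libraries in blue and oxBS libraries in orange, points for libraries and bars for the mean and SD (n = 3). At Il6ra the BS mean is 94.9% in DP and 12.8% in naive CD4, and the oxBS mean is above the BS mean in CD4 SP and in naive CD4.

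The next comparison asks at which loci each mark changed. At Il6ra the BS share was 94.9% ± 0.204 in DP, 53.1% ± 1.94 in CD4 SP and 12.8% ± 8.34 in naive CD4, and the oxBS share was 74.3% ± 2.76, 68.3% ± 0.513 and 27.2% ± 0.809 (SD, n = 3 each). At Prkcq the BS share was 87.7% ± 1.29, 65.8% ± 2.83 and 33.3% ± 1.37, and the oxBS share was 63.2% ± 2.00, 54.6% ± 0.249 and 40.4% ± 0.583. At Zbtb7b the BS share was 88.3% ± 0.0616, 85.3% ± 0.233 and 75.6% ± 0.878, and the oxBS share was 82.8% ± 0.913, 81.3% ± 1.18 and 73.3% ± 0.498. At Pax5, the most shallowly covered locus with a median of 55 reads in DP oxBS libraries, the BS share was 85.4% ± 1.27, 86.8% ± 1.79 and 88.1% ± 1.31, and the oxBS share was 88.2% ± 1.36, 94.6% ± 0.5003 and 88.1% ± 0.712.

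The oxBS share differed between stages at all 4 loci at an adjusted p under 0.05. The change from DP to naive CD4 was -47.1 points at Il6ra (exact permutation, adjusted p = 0.00952), -22.9 at Prkcq (exact permutation, adjusted p = 0.00952) and -9.51 at Zbtb7b (exact permutation, adjusted p = 0.0114). These declines were seen in 3 of 3 replicate numbers, from -50.3 to -44.9 points at Il6ra, from -25.2 to -20.2 at Prkcq and from -10.5 to -8.94 at Zbtb7b. At Pax5 the change between DP and naive CD4 was -0.0497 points, less than the SD of either stage, and the test result (exact permutation, adjusted p = 0.0357) came from the higher share in CD4 SP. With the replicate block the adjusted exact permutation p was 0.037 at Il6ra, Prkcq and Zbtb7b for unchanged differences and 0.0952 at Pax5 for -0.0497 points, beside the oxBS pairing correlations of 0.00165 and 0.00126 over all cytosines and 0.204 and -0.0856 over those with at least 1000 reads.

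The BS minus oxBS difference also varied between stages at all 4 loci. At Prkcq it was 24.5 ± 3.27 points in DP, 11.2 ± 2.58 in CD4 SP and -7.09 ± 1.86 in naive CD4 (SD, n = 3 pairs, exact permutation, adjusted p = 0.00952). At Il6ra it was 20.6 ± 2.60, -15.2 ± 1.78 and -14.4 ± 7.60 points (exact permutation, adjusted p = 0.0357). At Zbtb7b it was 5.45 ± 0.862, 3.99 ± 1.01 and 2.28 ± 0.423 points (exact permutation, adjusted p = 0.0143), and at Pax5 -2.79 ± 1.97, -7.78 ± 2.22 and 0.000998 ± 1.97 points (exact permutation, adjusted p = 0.0114). With the replicate block the change at Il6ra from DP to naive CD4 stayed at -35.0 points and its adjusted exact permutation p was 0.111. The pairing correlation of BS and oxBS libraries was 0.0983 against -0.0418 over all 64 cytosines and 0.287 against -0.125 over the 30 cytosines with at least 1000 reads. With pairs that agree within sampling noise counted as 1, the change at Il6ra was -35.3 points (adjusted exact permutation p = 0.0952). The wide SD at Il6ra in naive CD4 comes from BS library 1, which has 72 to 73 reads on the forward strand where BS libraries 2 and 3 have 77283 to 92221. Its mean share there was 39.4% against 4.00% in the other 2 libraries. At position 89679155 its share was 38.4% (Wilson interval 28.1 to 49.8%, 73 reads).

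The strands of a locus did not always give the same share. At Prkcq the DP oxBS share was 83.3% ± 0.936 on the forward strand, at a median of 10148 reads, and 40.7% ± 4.46 on the reverse strand, at a median of 196.5 reads. The DP BS minus oxBS difference there was 9.60 ± 0.863 points on the forward strand and 41.2 ± 6.84 on the reverse strand (SD, n = 3 pairs). In naive CD4 it was -12.6 ± 0.831 on the forward strand and -0.879 ± 3.01 on the reverse strand. At Zbtb7b, where both strands were covered to a similar depth, the DP oxBS share was 82.9% ± 0.483 on the forward and 82.8% ± 1.37 on the reverse strand, but the strands differed in naive CD4. The BS minus oxBS difference there was 6.08 ± 0.341 points on the forward strand and -1.53 ± 0.719 on the reverse strand (SD, n = 3 pairs). Its change between DP and naive CD4 was -3.17 points over both strands, 0.255 points on the forward strand (exact permutation p = 0.5) and -6.59 on the reverse strand (exact permutation p = 0.10, the smallest possible).

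**Figure D2:**
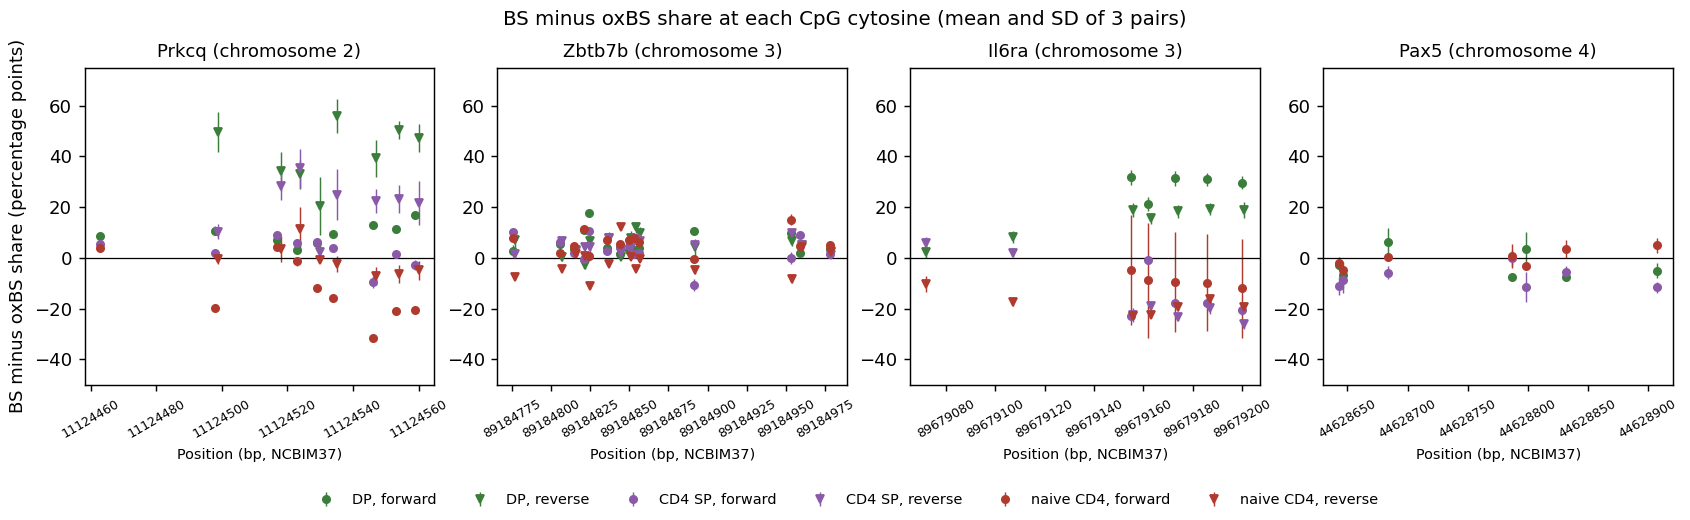
BS minus oxBS share in percentage points (vertical axis) at each CpG cytosine against its position in bp (horizontal axis) for the 4 loci, as the mean and SD of 3 pairs, with stages in colours, circles for the forward and triangles for the reverse strand. Values reach 55.8 points in DP at Prkcq and fall to -31.4 points in naive CD4 at the same locus.

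The named CpG cytosines give the range of single sites. At Il6ra the largest 5mC change was at 89679187 on chromosome 3 (reverse strand, CAACCCAGTCGCTGTGGCTCA with the cytosine's G at its centre), where the oxBS share went from 77.6% ± 2.42 in DP to 66.8% ± 1.09 in CD4 SP and 17.9% ± 1.19 in naive CD4 (SD, n = 3, 1955 to 17948 reads). The highest DP difference between BS and oxBS at Il6ra was 31.7 ± 3.01 points at 89679155, and it was -23.0 ± 0.974 in CD4 SP. The locus holds 1 CACGTG E-box, from 89679171 to 89679176. Its CpG had an oxBS share of 60.4% ± 2.81 in DP, 60.1% ± 0.451 in CD4 SP and 22.6% ± 0.316 in naive CD4 on the forward strand at 89679173. On the reverse strand at 89679174 the shares were 78.5% ± 3.04, 72.2% ± 0.737 and 20.95% ± 1.72. The BS share at 89679174 went from 96.8% ± 0.479 in DP to 49.0% ± 2.39 in CD4 SP, where BS minus oxBS was -23.2 ± 1.66 points. No proportion of 5hmC can give this, so the 2 shares conflict. How much 5mC the E-box kept in CD4 SP can therefore not be told. The model, which fits both assays at once, gave a 5mC of 79.7% in DP and 55.4% in CD4 SP there.

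At Prkcq on chromosome 2 the largest 5mC change was at 11124498, where the oxBS share was 71.7% ± 1.88 in DP and 35.4% ± 0.278 in naive CD4 (SD, n = 3, at least 6208 reads). The highest DP difference was 55.8 ± 6.68 points at 11124535 on the reverse strand, where DP BS libraries had 27 to 74 reads. At Zbtb7b the oxBS share at 89184776 went from 76.8% ± 1.95 in DP to 54.3% ± 0.313 in naive CD4, and the highest DP difference was 17.8 ± 0.999 points at 89184824. At Pax5 on chromosome 4 the oxBS share at 44628799 was 81.0% ± 6.48 in DP and 91.7% ± 2.37 in naive CD4, with 47 to 200 reads in DP. The highest DP difference at Pax5, 6.11 ± 5.59 points at 44628684, was about as large as its SD.

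The last comparisons ask which CpG cytosines differ between 2 stages when replicate variation and the experimental parameters are modelled together. Between DP and CD4 SP, 16 of 64 cytosines had a Bayes factor above 1, of which 10 were at Il6ra and 6 at Prkcq, all of the latter on the reverse strand. Between DP and naive CD4 there were 26, with 12 of 12 cytosines at Il6ra, 13 at Prkcq and 1 at Zbtb7b. Between CD4 SP and naive CD4 there were 14, with 7 at Prkcq, 6 at Il6ra and 1 at Zbtb7b. No cytosine of Pax5 was called, where the highest Bayes factor was 0.037. In all, 27 cytosines were called in at least 1 comparison and 6 in all 3 comparisons. The highest Bayes factors were 193 between DP and CD4 SP, 8156 between DP and naive CD4 (at 89679187) and 4.96 between CD4 SP and naive CD4. Between CD4 SP and naive CD4 only 3 of the 14 cytosines had a Bayes factor above 3, and from 4 to 6 cytosines remained above 1 when a replicate pair was left out. BS lay below oxBS in all 3 pairs at 9 of 12 Il6ra cytosines in CD4 SP and 7 in naive CD4. At Prkcq it did at 2 of 17 in CD4 SP and 10 in naive CD4. The model has no proportions that give this, so a call there need not be a change of 5mC or 5hmC. At 89679173 of Il6ra the Bayes factor between DP and CD4 SP was 63.8. The oxBS share there was 60.4% and 60.1%, and the BS share 91.7% and 42.2%.

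Alternatives moved these counts in both directions. limma on logit oxBS shares without a block called 39, 59 and 57 cytosines in the same order of comparisons, and with the replicate block, for which the oxBS pairing correlation was 0.00165 against 0.00126 over all cytosines and 0.204 against -0.0856 over those with at least 1000 reads, it called 36, 59 and 54. Fisher's exact test on pooled BS counts moved the counts most, to 55, 61 and 60 cytosines. With replicate pairs that agree within sampling noise counted as 1 sample the model called 15, 24 and 6. Over the 27 called cytosines the model gave a mean 5mC of 65.9% ± 2.04 in DP, 55.4% ± 0.846 in CD4 SP and 29.2% ± 0.628 in naive CD4 cells, and a mean 5hmC of 26.5% ± 2.16, 8.47% ± 1.62 and 1.78% ± 1.87 (SD, n = 3 each). The uncorrected BS minus oxBS difference over the same cytosines was 24.01 ± 2.14 points in DP, 0.184 ± 2.45 in CD4 SP and -11.4 ± 4.22 in naive CD4. The model cannot give a negative difference, so its naive CD4 means cannot match both assays. Over the other 37 cytosines the model gave a mean 5mC of 81.4% ± 0.287, 81.3% ± 0.924 and 73.4% ± 0.447. The naive CD4 5hmC of 1.78% over the called cytosines was raised by replicate 1. At the 5 forward-strand cytosines of Il6ra, with 72 to 73 BS reads, the model gave it 8.84 to 18.7% 5hmC. Replicates 2 and 3 had at most 0.00245% there.

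**Figure D3:**
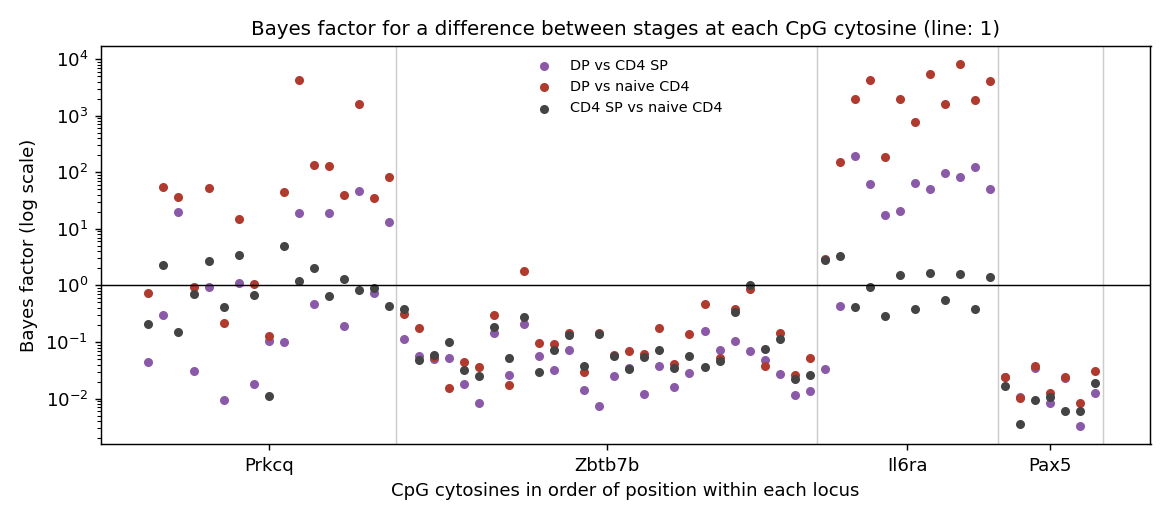
Bayes factor for a difference between stages (vertical log axis) at each of the 64 CpG cytosines in order of position within its locus (horizontal axis), coloured by comparison, with a line at the threshold of 1. All 12 cytosines of Il6ra lie above the line for DP against naive CD4, while 1 of 28 at Zbtb7b and 0 of 7 at Pax5 do.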

Values the study reported

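The study analysed 423 cytosines in the T-cell samples, of which 64 were in a CpG context. With a Bayes factor above 1 it called 18 CpG cytosines between DP and CD4 SP cells, 29 between DP and naive CD4 cells and 17 between CD4 SP and naive CD4 cells, and 30 different cytosines altogether. Over these cytosines the reported mean 5mC proportion was 0.71 in DP, 0.59 in CD4 SP and 0.32 in naive CD4 cells. The reported mean 5hmC proportion was 0.23 in DP, 0.08 in CD4 SP and 0.02 in naive CD4 cells. For the remaining CpG cytosines the reported mean 5mC proportion was 0.85, 0.84 and 0.77 in the same order.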

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

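The tests in this part were chosen after the results they bear on had been seen, except the exchange of stage labels. A difference between groups was found for the BS minus oxBS difference, which changed from DP to naive CD4 by -16.02 points over all CpG cytosines, -31.6 at Prkcq, -34.95 at Il6ra, -3.17 at Zbtb7b and 2.79 at Pax5, each with an exact permutation test under 0.05 over the 3 stages. At Pax5 that test result came mainly from CD4 SP, at -7.78 points, and DP and naive CD4 were not separated (exact permutation p = 0.2). Within pairs of the same number the change from DP to naive CD4 was positive, from 1.26 to 4.42 points. With the replicate block the adjusted exact permutation p was 0.037, but it covers all 3 stages and does not test DP against naive CD4 alone. Whether the difference at Pax5 changes between DP and naive CD4 therefore cannot be told. At Il6ra the adjusted exact permutation p was 0.111 with the replicate block. Part of the change is a BS share below the oxBS share, which no proportion of 5hmC can give. Counting error was tested by the number of cytosines whose Wilson interval in BS lies wholly under that in oxBS in all 3 naive CD4 pairs, which was 18 of 64. In CD4 SP it was 13 of 64, 9 of them at Il6ra, and in DP 0 of 64. It was not a matter of cytosines with few reads, since 13 of the 30 cytosines with at least 1000 reads in all libraries had BS below oxBS in all 3 naive CD4 pairs. Incomplete conversion of the oxBS libraries would raise non-CpG cytosines too, and at Il6ra their share was only 0.0204 points higher in naive CD4 oxBS than in BS. An exchange of BS and oxBS libraries in the labels is at odds with the 5hmC control, which read at least 4.47 points higher in BS in every pair. An exchange of stages among the oxBS libraries was tested over the 5 other assignments, and the best left 44 of 192 cytosine and stage combinations with BS under oxBS by over 5 points, against 42 as labelled.

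Within the libraries that share coverage of chromosome 6 the BS minus oxBS difference at Il6ra in naive CD4 was -20.3 points. Shared coverage does not show a shared batch or preparation, so a difference in batch or preparation cannot be excluded. Amplification bias of 1 strand did not account for the pattern at Il6ra, since the reverse strand gave -18.3 points and the forward strand of pairs 2 and 3 gave -20.8. The strands differed at Prkcq and Zbtb7b in naive CD4. At Prkcq the forward strand gave -12.6 points and the reverse strand -0.879 ± 3.01. The strands did not overlap in the 3 pairs, so bias of 1 strand may contribute there, but whether the reverse strand is itself negative cannot be told. At Zbtb7b the reverse strand gave -1.53 and the forward strand 6.08, which is consistent with bias of 1 strand there. DNA of an earlier stage in the CD4 SP oxBS libraries would have to make up 562% of the DNA at Pax5 to explain all loci, which is impossible for that explanation alone. In the naive CD4 oxBS libraries 33.2% of CD4 SP DNA would suffice for the locus means, but not for single cytosines. Among the 18 cytosines with the intervals apart, up to 49.4% would be needed at Prkcq and 143.7% at 89184825 of Zbtb7b, while the oxBS share at 89679187 of Il6ra allows at most 26.7%, so 1 mixture alone does not account for the pattern. Amplification favouring converted templates in the BS libraries may also produce the pattern. An odds multiplier of 3.40 would bring the naive CD4 BS share on the reverse strand of Il6ra up to the oxBS share, and the DP BS share would then be 98.6%, which leaves DP above oxBS. In CD4 SP the multiplier that brings BS up to oxBS on this strand was 1.92. Both multipliers are the least needed, since 5hmC would put BS above oxBS. They therefore do not exclude 1 bias common to the stages. No multiplier was computed for the other strand or the other loci. A control of intermediate 5mC content, which would test for such amplification, was not analysed here. The fall of the BS minus oxBS difference across stages therefore cannot be told apart from amplification bias and a difference in batch or preparation as far as its negative values go, and the size of the change in 5hmC at Il6ra, Prkcq and Zbtb7b stays open.

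The remaining items are signals in data that the comparisons did not use. Gata3 (ENSMUSG00000015619.9) was covered in an intron on chromosome 2 from 9781277 to 9781523 in the files of 15 libraries, at 5 CpG cytosines with a mean share of 92.9%. The BS share was 96.3% ± 0.127 in DP, 94.0% ± 0.751 in CD4 SP and 91.1% ± 0.833 in naive CD4, and the oxBS share was 91.0% ± 0.580 in DP and 91.9% ± 0.403 in CD4 SP (SD, n = 3 each). Intervals on chromosome 6 near the immunoglobulin kappa genes Igkj5 and Igkc were covered in the files of up to 6 libraries. These were BS library 2 and oxBS library 1 of each stage, without replicates. The first interval listed lies between these genes and the others lie downstream of both. From 70674813 to 70675065 the mean share over 24 CpG cytosines was 82.5% in 5 libraries, from 70685563 to 70685851 it was 41.6% over 2 cytosines and from 70693891 to 70694090 it was 49.9% over 3 cytosines. At the last of these the naive CD4 share was 3.39% in BS (Wilson interval 2.47 to 4.64%) and 89.4% in oxBS (86.9 to 91.5%), at 226 to 365 reads per cytosine. BS below oxBS was thus also present outside the 4 loci.

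Incomplete conversion was tested with the non-CpG cytosines, whose mean share was at most 0.643% at Gata3, near Igkj5 and at the interval farthest from Igkc. At the interval nearer to Igkc it reached 12.8% in naive CD4 BS library 2, as high as the CpG share of 12.3% there, so the BS signal in that library is consistent with incomplete conversion. DP BS library 2 was affected as well, with a non-CpG share of 8.17% beside a CpG share of 25.8%. The oxBS signal of the same interval is not, since its CpG share reached 87.3% in naive CD4 oxBS library 1 with a non-CpG share of 0.447%. Reads carried over from other libraries may contribute on chromosome 6, where the median coverage of CpG cytosines was 4.36% of that of the main cytosines, and low coverage cannot be told apart from carry-over. Coverage was not low everywhere, since the interval farthest from Igkc had 2062 to 2077 reads in CD4 SP BS library 2 and 729 to 732 in CD4 SP oxBS library 1 against a main median of 2451.5, which goes against carry-over as the source there. No replicates exist for these intervals and no biological explanation was tested.

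Lambda DNA outside the controls also gave signal. From 308 to 496, covered in the files of 4 libraries, 47 positions had a mean share of 33.5%. Incomplete conversion would give intermediate shares, and 0 of 47 positions had a share from 10 to 90%, with 31 positions under 10% (mean 0.387%) and 16 over 90% (mean 97.5%). In BS library 1 of each stage 41 lambda positions between 23766 and 23972, around the 5hmC control, had a mean share of 99.9% at a median of 24 reads. Incomplete conversion of the whole library was tested with the unmodified control, which had a share of at most 0.0517% in these 3 libraries, lower than the highest share of 0.0683% in the other 15. The origin of these reads was not tested further, and the groups give no biological explanation for phage DNA.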

How the results depend on the processing

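All alternatives but one were chosen before the data were examined. The exception, counting replicate pairs that agree within sampling noise as 1 sample, was chosen after seeing the data. The changes of total modification, 5mC and the BS minus oxBS difference between DP and naive CD4 kept their direction and stayed under 0.05 in the exact permutation test under all 18 alternatives tried for each. Over the fits that each left out one replicate they ranged from -36.3 to -34.3 points for total modification, from -19.7 to -18.7 for 5mC and from -17.0 to -15.2 for BS minus oxBS. The replicate block (-16.02 points) and replicate pairs counted as 1 (-15.8) lay within this range for BS minus oxBS. The remaining alternatives moved BS minus oxBS further, from -10.9 points with the more deeply covered cytosine of each CpG to -23.0 with the less deeply covered one and -26.0 with pooled reads (exact permutation p = 0.0464). The number of loci that passed was 3 or 4 for both marks under every alternative. Pax5 has 0 cytosines left with minimums of 100 or 1000 reads and with the less deeply covered cytosine of each CpG, so no value for Pax5 exists there. The spike-in shares were reported without an alternative.

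The mean BS minus oxBS difference over the 9 pairs, 3.29 points, passed the exact sign-flip permutation test only with posterior means of the model (7.91 points). Those are bounded at 0, so negative differences enter as values near 0 and the test could only give its smallest p. That pass therefore carries no information. The non-CpG share of 0.215% became 0.195% at the 142 cytosines with at least 1000 reads and 0.246% with pooled reads, both by more than the pooled SD within the 6 groups (0.0111), though the first move is smaller than the SD of the CD4 SP BS libraries (0.0240), and the cause was not tested.

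The counts of called CpG cytosines depended most on the method. Fisher's exact test gave 54, 59 and 57 cytosines on pooled oxBS counts and 55, 61 and 60 on pooled BS counts for DP against CD4 SP, DP against naive CD4 and CD4 SP against naive CD4. limma on logit oxBS shares gave 39, 59 and 57 with no block and 36, 59 and 54 with the replicate block. In simulated data without differences Fisher's test on pooled oxBS counts called 70.3% of sites and limma 3.12%. The replicate spread of that simulation was not fitted to the data, so these rates need not hold here. Fisher's test on BS counts was not simulated, and the cause of the higher counts from both methods was not tested. Restricting the cytosines lowered the counts, but not in proportion to the number tested. DP against CD4 SP gave 5 cytosines with at least 100 reads (44 tested), with at least 1000 reads (30 tested) and with the more deeply covered cytosine of each CpG (37 tested), but 11 with the less deeply covered cytosine (27 tested). DP against naive CD4 gave 14 in each of the first 3 sets and 12 in the last. CD4 SP against naive CD4 gave 11 with at least 100 reads, 10 with at least 1000 reads, 6 with the more and 8 with the less deeply covered cytosine. It also gave 19 with counts scaled down to at most 30 reads, 15 with an oxidation efficiency of 0.75, 13 with ideal parameters, 3 at a Bayes factor above 3, 6 with replicate pairs that agree within sampling noise counted as 1, and from 4 to 6 across the fits that each left out one replicate, against 14 with all of them. For DP against CD4 SP and DP against naive CD4 these fits gave from 15 to 16 and 24 cytosines.

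Among single loci, the change of BS minus oxBS at Zbtb7b from DP to naive CD4, -3.17 points, was 0.255 points both with at least 1000 reads and with the more deeply covered cytosine of each CpG. Both settings keep the 14 cytosines of the forward strand, and those of the reverse strand gave -6.59 points, so the change of sign follows the strand. Why the strands differ was not tested. At Pax5 the change of the oxBS share, -0.0497 points, changed sign to 0.0315 with pooled reads and to 4.24 with posterior means of the model, and ranged from -0.832 to 0.417 across the fits that each left out one replicate. The change of BS minus oxBS at Pax5, 2.79 points, was -1.27 with posterior means of the model. The cytosines of Pax5 had as few as 44 reads in a library, and the cause of these changes was not tested. In total 5 further values for single loci became weaker and none became stronger. Among these, BS minus oxBS at Zbtb7b had an adjusted exact permutation p of 0.0571 with posterior means of the model (-1.78 points). Without naive CD4 replicate 2 it was 0.0536 (-2.93 points). The values by which the named CpG cytosines were chosen, and the oxBS changes of the 2 E-box cytosines, stayed within 1 SD when a replicate was left out. Leaving out 1 of 3 values moves a mean by less than 1 SD in any case, so this check does not test their stability. The rule would have named another cytosine at 1 of 8 choices without DP replicate 2 and at 1 without DP replicate 3, both at Pax5. With the reads available, Pax5 and the reverse strand of Prkcq limit what can be said at single cytosines.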

Other observations

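All tests in this part but one were chosen after the results had been seen, and the exception is the pooled share of the other libraries at Il6ra.

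Naive CD4 BS library 1 had 72 to 73 reads on the forward strand of Il6ra where the other 2 libraries of the group had at least 77283. Its share there, 39.4%, lay far outside counting error from the other 2 libraries (exact binomial test at 5 cytosines, largest p = 3.19e-15). Reads carried over from other libraries may be a source, since the pooled share of the other 17 libraries averaged 51.6% at these cytosines and 39.4% lies between that and the naive CD4 share of 4.00%. A share in between does not distinguish carry-over from the amplification of few templates. The labels of the groups give no biological explanation for a single library.

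The strands of Prkcq gave different shares at the same CpGs. At 8 of 8 CpGs covered on both strands the reverse-strand Wilson interval lay under the forward-strand interval in all 3 DP oxBS libraries, which counting error does not give. A tendency of the less deeply covered strand to read lower is not general either, since at Il6ra, where the reverse strand is also the less deeply covered one, its DP oxBS share was 15.8 points higher than that of the forward strand. Amplification bias specific to one strand product was not tested, so a difference between the strands in the cells is only a hypothesis. All 6 calls between DP and CD4 SP at Prkcq are on the reverse strand.

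DP BS libraries 2 and 3 and CD4 SP oxBS libraries 2 and 3 had CpG shares that agree within sampling noise. The idea that 1 library is present as 2 files was tested with the read totals over 7 amplified strands, whose chi-square per degree of freedom was 103.6 and 15.98. Separate amplifications of one DNA preparation may give such values, and this was not tested.

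For each count of differential CpG cytosines the samples were regrouped. In each of the 3 comparisons 1 of the 10 splits of the 6 replicate pairs, the real one, gave as many cytosines, and with 10 splits the share cannot go under 0.1. Among the 4 splits that part all 3 same-numbered pairs the real one also gave the most. The largest counts from another split were 5 for DP against CD4 SP, 6 for DP against naive CD4 and 1 for CD4 SP against naive CD4.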
